A study of Homo sapiens with 94 samples. Its data were reported in "YAP1 is essential for malignant mesothelioma tumor maintenance" (2022).

How the data were processed

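Tumors of the NCI-H226 xenograft were preserved in RNAlater, total RNA was extracted with a miRNeasy kit, and libraries were made with the KAPA RNA HyperPrep kit and KAPA HyperCap target enrichment and sequenced as paired ends on an Illumina NextSeq instrument. Target enrichment captures transcripts with probes, so the level of a gene also depends on how well its probes capture it. The deR score ranks different genes within a library, so capture enters its size and a percent change of it, and the score is compared only between libraries. The alternative on per-gene z-scores sets each gene against its own mean over the libraries. The values deposited by the authors are FPKM (fragments per length of transcript, scaled to the total of mapped fragments), 1 column per library. The aligner, the quantification tool and the treatment of reads from mouse cells are not stated in the labels or the methods. FPKM are scaled to the total of each library, so a library of few transcripts gives high values for the genes that remain. They hold no read counts, and neither count tests nor sampling intervals could be computed. The planned design named a count test for count data and limma for normalized values, and limma was used.

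The table had 20555 entries. Of these, 284 gene IDs had more than 1 entry, and 316 further entries of a gene ID were left out, which kept 20239 IDs. Blank cells (32 in 21 genes) were read as 0. The highest value of a gene with a blank cell was 8.52. Current symbols were found for 20124 IDs. Of the IDs, 20200 were in GENCODE 29 (GRCh38), 15647 of them with an identical locus and 19699 of them protein coding. The build is not named with the table, and is taken as GRCh38 from these identical loci. Coordinates are those of the table, counted from 1. Per-library columns not used numbered 0.

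Groups were taken from the labels: 19 groups by study, treatment, dose and, at 3-6 h, cage group. Replicates were numbered within groups and pair no samples. The design of the tests, the lists of genes and the alternatives were chosen before the data were examined, except where stated.

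Depth per library was described by the number of genes at an FPKM of at least 1 (11344 to 11665 in 91 libraries) and by a relative depth, from the size of the values of rarely detected genes relative to their median over libraries (0.442 to 1.82). A library with fewer than 10000 such genes is called shallow. There were 3, with 702, 7196 and 8531 genes. This limit was set after the values per library had been seen, so results of all 94 libraries are the planned ones and those of the 91 libraries are given beside them.

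The deR score was computed within each library from 249 positive and 233 negative effector genes, all of which were in the table. Each gene received its fractional rank among the effector genes of that library, and the score is the mean rank of the positive minus that of the negative genes. The lists came from the study, which derived them from other public datasets. Group means were compared by two-sided permutation tests, exact by enumeration where a group had fewer than 10 tumors and with 100000 resamples for 10 against 10. P-values were adjusted by Benjamini-Hochberg over 9 comparisons of a dose with vehicle and over 3 of vehicle with untreated tumors. Trends with dose (Spearman's rho and Pearson's r, vehicle as dose 0) were tested in 3 studies, and differences of the effect of 200 mg/kg in 3 pairs of studies with labels permuted within each study. Each of 6 cage groups was compared with the 10 vehicle tumors of its study by an exact permutation test.

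Differential expression was tested on log2(FPKM + 1) with limma (lmFit, then eBayes with trend and robust), with 1 coefficient per group, for genes at an FPKM of at least 1 in at least 4 libraries. This left 13041 genes with all 94 libraries and 13036 with 91. At 3-6 h the mean of the 2 cage groups of a dose was set against the mean of the 2 vehicle cage groups. Adjusted p-values are Benjamini-Hochberg values per comparison, with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes of low genes. Vehicle libraries are shared by the 3 doses of a study, so their results are not independent, and no overlap or correlation between doses was computed.

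The genes named were fixed by a rule. They are the genes of the pathway (TEAD1 to TEAD4, YAP1, WWTR1 and targets). To these were added, per comparison of 200 mg/kg with vehicle, the 5 highest and the 5 lowest log2 fold changes among genes past the threshold with all treated tumors beyond all vehicle tumors. At 24 h in the 91 libraries, 495 of 506 such genes qualified for this ranking. The rule also covered the 3 highest and 3 lowest per comparison of vehicle with untreated tumors, and genes past the threshold in all 3 studies at 200 mg/kg, and neither part gave a gene. Where 10 or fewer genes passed, they may be named as well, as chosen after their values were seen.

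Gene lists were tested with camera (preset correlation 0.01) in limma over 12 comparisons and 8 lists (96 tests): positive effectors, negative effectors, YAP1/TAZ targets, glucocorticoid response, immediate early, hypoxia, integrated stress response and proliferation. Checks were fry, camera with an estimated correlation and, added later, a permutation test of the list mean over the tumors of the 91 libraries, exact except for 10 against 10 tumors. After the data were examined, 2 lists were added (24 tests), of sterol synthesis genes and of blood, immune and endothelial markers.

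Alternatives for single genes were quantile normalization, no filter, a mean FPKM of at least 5, a pseudocount of 0.1, limma without trend and robust, only the groups compared in the fit, untreated tumors as comparator, vehicle cage group 2 or 3 alone, and each tumor left out in turn. For the deR score they were ranks among all genes, effectors passing the filter only, z-scores, untreated tumors as comparator, vehicle cage group 2 or 3 alone, and each tumor left out. For each comparison, up to 100 other splits of the tumors into groups of the same sizes were refitted.

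The pipeline was tested on simulated data. With 200 of 13036 genes changed, limma recovered 80.5% of them, and 90.7% of those changed by a log2 of at least 1, with 6.94% of the calls false. With the 3 shallow libraries put in, it recovered 37% with 0% false. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.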

Results

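To follow the response of a tumor to a single dose of a TEAD inhibitor, RNA-seq was performed on 94 xenograft tumors of NCI-H226, an established human cell line of malignant pleural mesothelioma that carries a deletion of NF2. NF2 acts in the Hippo pathway, which restrains the co-activators YAP1 and WWTR1 (TAZ). These co-activators bind the TEAD1, TEAD2, TEAD3 and TEAD4 transcription factors. K-975 binds covalently in the lipid pocket of TEAD proteins and blocks their palmitoylation. SCID mice bearing subcutaneous tumors received K-975 once at 30, 100 or 200 mg/kg, vehicle, or no treatment. The libraries came from 3 studies, sampled at 1 h, at 3-6 h and at 24 h after the dose. At 1 h and at 24 h, each dose had 5 tumors. Vehicle had 5 tumors at 1 h and 4 at 24 h. At 3-6 h, vehicle and each dose had 10 tumors in 2 cage groups of 5, and the labels do not state which cage group was sampled at 3 h and which at 6 h. By the labels, each study also had 5 untreated tumors. The description of the dataset speaks of 2 untreated groups, whereas the labels show 3, and the labels were followed. Vehicle and 200 mg/kg were given at 20 mL/kg, and 30 and 100 mg/kg at 10 mL/kg. At 1 h and 24 h every group was a single cage group, so cage and treatment cannot be told apart there. At 3-6 h each cage group also held a single treatment, and vehicle and each dose had only 2. Tests at 3-6 h took tumors as independent units, so their p-values do not measure the spread between cage groups.

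The deposited values were FPKM per gene, which do not hold read counts, so the number of reads per library is unknown. Depth was therefore described by the number of genes at an FPKM of at least 1. In 91 libraries this number lay between 11344 and 11665, with a median of 11468. The other 3 libraries held far fewer such genes and are called shallow here. Replicate 1 at 30 mg/kg and 24 h held 702, replicate 5 at 100 mg/kg and 24 h held 7196, and replicate 1 at 200 mg/kg and 1 h held 8531. A relative depth, estimated from the values of rarely detected genes, ranged from 0.442 to 1.82 of the median in the 91 libraries. The 10 highest genes took 14.2% to 17.7% of the summed FPKM in these libraries. No pair of the 91 libraries had a correlation of log2 values above 0.981, so no library was treated as a repeat of another. NF2 was listed at 0 in 83 of the 94 libraries, and its highest value was 0.244. The housekeeping gene POLR2A was also listed at 0 in 40 libraries and EEF1A1 in 2, so a value of 0 does not by itself show that a gene was silent. Over all 94 libraries the median was 0.0400 FPKM for POLR2A, 6.77 FPKM for EEF1A1 and 49075 FPKM for RPL28. Such values look unusual for housekeeping genes. Their cause was not tested, and they were kept as deposited.

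**Figure D1:**
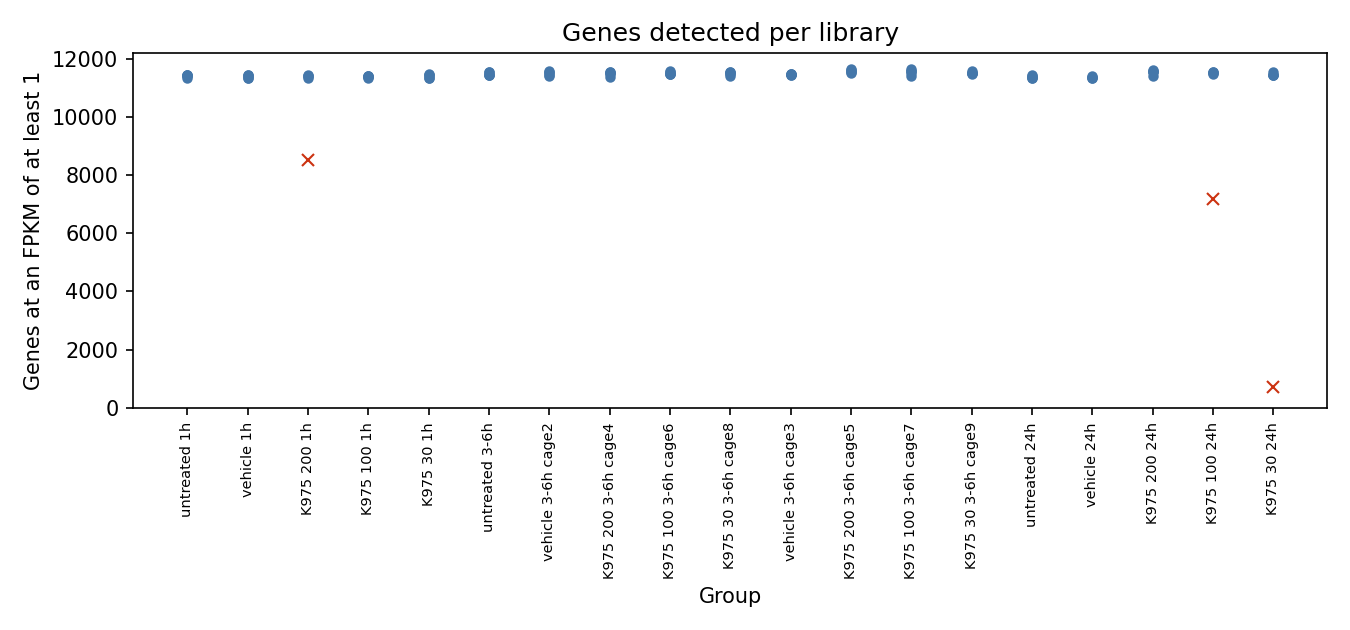
Number of genes at an FPKM of at least 1 (vertical axis) in each of the 94 libraries, by group (horizontal axis), with crosses for the 3 shallow libraries. The crosses lie at 702, 7196 and 8531 genes, and the other 91 libraries lie between 11344 and 11665.

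YAP1-TEAD dependent transcription was scored in each tumor by the deR score, the mean fractional rank of 249 positive effector genes minus that of 233 negative effector genes, ranked among themselves within the tumor. Both lists were those of the study, which built them on other, published datasets and not on these tumors. In untreated tumors the score was 0.212 ± 0.0118 (SD, n = 5) at 1 h, 0.217 ± 0.00916 (SD, n = 5) at 3-6 h and 0.217 ± 0.00969 (SD, n = 5) at 24 h. At 24 h the score was 0.220 ± 0.0138 (SD, n = 4) with vehicle and 0.166 ± 0.0146 (SD, n = 5) with 200 mg/kg K-975. The mean fell by 24.6%, which was larger than the SD of either group, and all 5 treated tumors lay below all 4 vehicle tumors. By a two-sided exact permutation test p was 0.0159, and 0.0714 after Benjamini-Hochberg adjustment over the 9 comparisons of a dose with vehicle, so the decrease did not pass the threshold of 0.05. The smallest p that 5 against 4 tumors allow is 0.00794, which a single comparison over 9 would have adjusted to 0.0714, so it could pass only together with another comparison. Among the alternatives, a score built on per-gene z-scores, which has another scale, gave a difference of -0.801 with an adjusted exact permutation p of 0.0357. With untreated tumors in place of vehicle, the difference was -0.0513 with an adjusted exact permutation p of 0.0357.

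The score at 24 h was 0.176 ± 0.0247 (SD, n = 5) with 100 mg/kg, below all vehicle tumors in 4 of 5 (two-sided exact permutation p = 0.0317, adjusted p = 0.0952). With untreated tumors in place of vehicle the difference was -0.0412 (adjusted exact permutation p = 0.0476). With 30 mg/kg it was 0.171 ± 0.0714 (SD, n = 5), below all vehicle tumors in 2 of 5 (exact permutation p = 0.135, adjusted p = 0.243). The mean at 30 mg/kg rested on the shallow library, whose score was 0.0450. Without it the score was 0.203 ± 0.0121 (SD, n = 4; exact permutation p = 0.114, adjusted p = 0.206). Without its shallow library, the 100 mg/kg group had a score of 0.184 ± 0.0211 (SD, n = 4; exact permutation p = 0.0571, adjusted p = 0.171). The smallest p that 4 against 4 tumors allow is 0.0286, so neither group could have passed alone.

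At 3-6 h the score was 0.211 ± 0.0150 (SD, n = 10) with vehicle. It was 0.193 ± 0.0137 (SD, n = 10) with 100 mg/kg, with 3 of 10 tumors below all vehicle tumors (two-sided permutation p = 0.0115, adjusted p = 0.0714). This comparison passed the threshold with z-scores (difference -0.284, adjusted permutation p = 0.0357) and against untreated tumors (difference -0.0238, adjusted exact permutation p = 0.0357). With 200 mg/kg the score was 0.199 ± 0.0153 (SD, n = 10), with 1 of 10 tumors below all vehicle tumors (permutation p = 0.0956, adjusted p = 0.215). With 30 mg/kg it was 0.207 ± 0.0119 (SD, n = 10), within the spread of vehicle (permutation p = 0.527, adjusted p = 0.593). At 1 h the score was 0.216 ± 0.0121 (SD, n = 5) with vehicle, 0.222 ± 0.0182 with 30 mg/kg, 0.227 ± 0.0128 with 100 mg/kg and 0.211 ± 0.0133 with 200 mg/kg, each with n = 5. None of these 3 doses differed from vehicle by more than the spread between tumors (adjusted exact permutation p = 0.595, 0.310 and 0.593). Without its shallow library, the 200 mg/kg group at 1 h had a score of 0.216 ± 0.00976 (SD, n = 4). Its difference from vehicle was then -0.000515 (adjusted exact permutation p = 0.944), against -0.00512 with that library. The direction at 200 mg/kg and 1 h depended on the score, as z-scores gave a difference of 0.0563. Vehicle and untreated tumors differed by 0.00477 at 1 h, -0.00576 at 3-6 h and 0.00299 at 24 h, each within the spread between tumors (adjusted exact permutation p = 0.690 in each study).

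**Figure D2:**
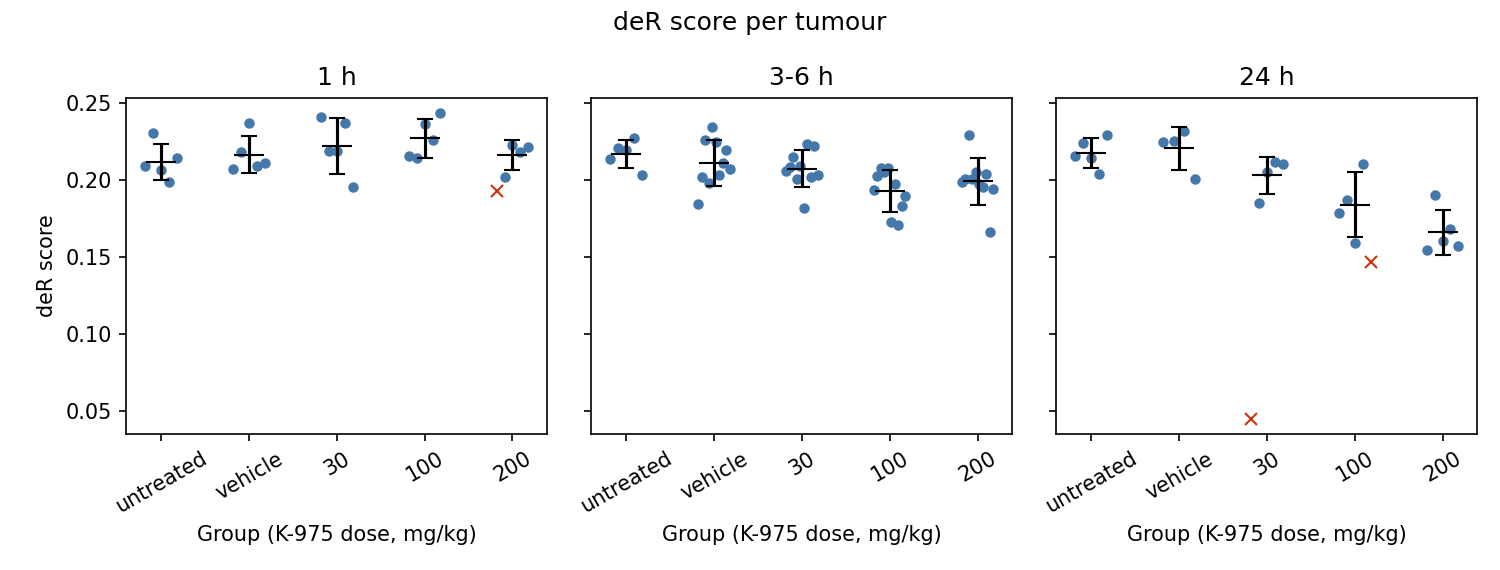
deR score (vertical axis, no unit) of each tumor in untreated, vehicle and 30, 100 and 200 mg/kg K-975 groups (horizontal axis), in panels for 1 h, 3-6 h and 24 h, with red crosses for the 3 shallow libraries and bars for the mean ± SD of the other tumors. At 24 h the mean was 0.220 with vehicle and 0.166 with 200 mg/kg.

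Whether the score followed the dose was tested within each study, with vehicle as dose 0 and adjustment over the 3 studies. At 24 h Spearman's rho was -0.656 over 19 tumors (two-sided permutation p = 0.00350, adjusted p = 0.0105), whereas Pearson's r was -0.329 (adjusted permutation p = 0.256). Pearson's r was also computed without 2 tumors farthest from the median dose. More than 2 were equally far in each study, and the first 2 listed were left out, an arbitrary choice. At 24 h these were vehicle replicates 1 and 2, and r was -0.220. Without the shallow libraries, rho was -0.810 and r was -0.815 over 17 tumors (adjusted permutation p = 0.00042 and 0.00036), and r without 2 tumors was -0.772. At 3-6 h rho was -0.416 over 40 tumors (permutation p = 0.00810, adjusted p = 0.0121) and r was -0.328 (adjusted permutation p = 0.117). Leaving out 2 tumors gave r = -0.334. With vehicle cage group 2 alone as dose 0, rho at 3-6 h was -0.314 (adjusted permutation p = 0.0981). At 1 h rho was 0.00776 over 20 tumors (adjusted permutation p = 0.987) and r was -0.164 (adjusted permutation p = 0.488). Without 2 tumors at 200 mg/kg, the shallow library among them, r was 0.138. Over effectors passing the expression filter only, rho at 1 h was -0.00776.

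Whether the effect of 200 mg/kg differed between studies was tested by permuting the labels within each study. The effect at 24 h minus that at 1 h was -0.0492 (two-sided permutation p = 0.0271, adjusted p = 0.0812 over 3 pairs of studies). At 24 h minus 3-6 h it was -0.0424 (adjusted permutation p = 0.0856), and at 3-6 h minus 1 h it was -0.00685 (adjusted permutation p = 0.529). Without the shallow libraries, 3-6 h minus 1 h was -0.0115 (adjusted permutation p = 0.264), and 24 h minus 1 h was -0.0538 (permutation p = 0.0124, adjusted p = 0.0373). With all 94 libraries, 24 h minus 1 h passed with ranks among all genes (-0.0423), z-scores (-0.858) and untreated tumors (-0.0510), and without vehicle replicate 3 of the 1 h study (-0.0543, adjusted permutation p = 0.0333). Time after the dose and study coincide, so the 2 cannot be told apart.

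Among the cage groups at 3-6 h, cage group 7 (100 mg/kg) had a score of 0.183 ± 0.0112 (SD, n = 5), against 0.211 ± 0.0150 (SD, n = 10) in all vehicle tumors of that study. The difference was -0.0283, with 3 of 5 tumors below all vehicle tumors (two-sided exact permutation p = 0.00333, adjusted p = 0.0200 over 6 cage groups). Against vehicle cage group 2 alone, the difference was -0.0263 and did not pass the threshold (adjusted exact permutation p = 0.238), whereas against vehicle cage group 3 alone it was -0.0303 and passed (adjusted exact permutation p = 0.0476). The other 100 mg/kg cage group, number 6, differed by -0.00783 (adjusted exact permutation p = 0.571). Among 200 mg/kg groups, cage group 5 differed by -0.0198, with 1 of 5 tumors below all vehicle tumors (exact permutation p = 0.0316, adjusted p = 0.0949), and cage group 4 by -0.00418 (adjusted exact permutation p = 0.653). Cage group 5 passed against vehicle cage group 3 alone (-0.0218, adjusted exact permutation p = 0.0476), with ranks among all genes (-0.0177), with z-scores (-0.346) and against untreated tumors (-0.0255), and not against vehicle cage group 2 alone (-0.0177, adjusted exact permutation p = 0.571). At 30 mg/kg, cage groups 8 and 9 differed by -0.00320 and -0.00455 (adjusted exact permutation p = 0.653 for each). Differences between cage groups of the same dose were not tested. Relative depth was 0.442 to 0.840 in cage group 7 and 0.644 to 0.942 in cage group 5. It was 0.843 to 1.45 in cage group 6 and 1.03 to 1.62 in cage group 4. In vehicle cage groups 2 and 3 it was 0.797 to 1.13 and 0.645 to 0.986. Whether depth had a part in the results of cage groups 5 and 7 was not tested and stays open.

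Expression of single genes was compared with limma on log2(FPKM + 1), with 13041 genes passing the filter and all 94 libraries in 1 fit. Fold changes on this scale understate the change of low genes. For 200 mg/kg at 24 h, 0 genes passed an adjusted p of 0.05, and 592 had an unadjusted p under 0.05. Only 2 genes passed at 100 mg/kg and 24 h. At 30 mg/kg and 24 h, 2960 genes passed, of which 2837 were lower than with vehicle. The median log2 fold change of all genes there was -0.65. It was 0.019 without the shallow library of 702 genes and between -0.82 and -0.64 without any other tumor of the 2 groups. The count was 1 without that library, with 662 genes at an unadjusted p under 0.05. It was also 0 without any 1 of the 4 vehicle tumors, but with 4825 to 5049 genes at an unadjusted p under 0.05. Without 1 of the other 4 treated tumors it was between 5792 and 5886. At 3-6 h, 1 gene passed at 30 mg/kg, 1 at 100 mg/kg and 0 at 200 mg/kg, where 174 had an unadjusted p under 0.05. At 1 h, 0 genes passed at 30, 100 and 200 mg/kg, with 108, 115 and 731 at an unadjusted p under 0.05. Between vehicle and untreated tumors, 0 genes passed at 1 h, 3-6 h and 24 h, with 115, 93 and 104 at an unadjusted p under 0.05. Among the alternatives chosen before the data were examined, a fit of only the groups compared moved the count at 200 mg/kg and 24 h most, to 275 genes, 151 of them higher.

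Because all groups share 1 estimate of the spread, the fit was repeated without the 3 shallow libraries, a choice made after the values per library had been seen. Across 13036 genes in this fit of the 91 libraries, 966 genes passed at 200 mg/kg and 24 h, 496 higher and 470 lower. For 100 mg/kg at 24 h, 146 genes passed, 76 higher and 70 lower, and at 30 mg/kg 5 passed, 4 higher and 1 lower. The count at 100 mg/kg was sensitive to single tumors, falling to 30 without replicate 3 of that group and rising to 290 without replicate 4. The count at 200 mg/kg was 389 without replicate 1 and 1538 without replicate 2. At 3-6 h, 2 genes passed at 30 mg/kg, 56 at 100 mg/kg (17 higher, 39 lower) and 9 at 200 mg/kg (2 higher, 7 lower). At 1 h, 0 genes passed at 30 and at 200 mg/kg, with 571 and 435 at an unadjusted p under 0.05, and 1 passed at 100 mg/kg. Between vehicle and untreated tumors 0 genes passed at 1 h, 3-6 h and 24 h, with 616, 629 and 547 at an unadjusted p under 0.05. No gene passed in the same direction at 200 mg/kg in all 3 studies, and 3 did so at 3-6 h and 24 h. By cage group at 3-6 h, 173 genes passed in cage group 7 and 0 in cage group 6 (100 mg/kg, 653 at an unadjusted p under 0.05 in the latter). Cage group 5 (200 mg/kg) had 36 and cage group 4 had 1. At 30 mg/kg 4 passed in cage group 9 and 0 in cage group 8, where 643 had an unadjusted p under 0.05. Over all 94 libraries, 1 gene passed in cage group 6 and in cage group 8. None passed in cage groups 4, 5, 7 and 9, with 92, 244 and 340 genes at an unadjusted p under 0.05 in the first 3.

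Genes of the pathway were examined by name in both fits. CCN1 (CYR61; ENSG00000142871.16, chromosome 1, 85580761 to 85583962, GRCh38) had 249 ± 35 FPKM (SD, n = 4) with vehicle and 106 ± 35.9 FPKM (SD, n = 5) with 200 mg/kg at 24 h. Its log2 fold change was -1.26, with all 5 treated tumors below all vehicle tumors. The adjusted limma p was 0.153 (SE 0.29) in the fit of all 94 libraries and 1.23e-05 (SE 0.20) in the fit of the 91 libraries. CCN2 (CTGF; ENSG00000118523.5, chromosome 6, 131948176 to 131951373) fell from 13.2 ± 2.07 FPKM (SD, n = 4) to 4.32 ± 1.24 FPKM (SD, n = 5), a log2 fold change of -1.44 in 5 of 5 tumors. The adjusted limma p was 0.147 (SE 0.33) over all 94 libraries and 2.11e-06 (SE 0.21) over 91. TEAD4 (ENSG00000197905.8, chromosome 12, 2959330 to 3040673) fell from 48.2 ± 2.96 FPKM (SD, n = 4) to 28.4 ± 2.66 FPKM (SD, n = 5), a log2 fold change of -0.74 in 5 of 5 tumors. The adjusted limma p was 1 (SE 0.40) over all 94 libraries and 3.61e-05 (SE 0.12) over 91. Over 91 libraries, CRIM1 (log2 fold change -0.28, 5 of 5 tumors, adjusted p = 0.0106) and AXL (-0.53, 4 of 5 tumors, adjusted p = 0.00186) also passed. CRIM1 did not pass without vehicle replicate 4 (limma adjusted p = 0.0774), under quantile normalization (0.0699) or with only the groups compared (0.0887), nor AXL with only the groups compared (0.0557). AMOTL2 (-0.40), ANKRD1 (-0.71), LATS2 (-0.51) and TEAD2 (0.54) did not pass, with adjusted p of 0.0583, 0.0583, 0.0735 and 0.136. Without replicate 2 at 200 mg/kg the first 3 of these passed (adjusted p = 0.0398, 0.0169 and 0.0474), as did CCN1 over the rest of the 94 libraries (0.0354). TEAD1 (0.06), TEAD3 (-0.13), YAP1 (-0.04) and WWTR1 (0.01) changed by less than the spread between tumors, and WWTR1 changed sign to -0.03 under quantile normalization. Of the 13 pathway genes tested, 2 passed at 200 mg/kg and 24 h when adjusted over the list alone and 0 over all genes in the fit of all 94 libraries. Over the 91 libraries, 9 passed when adjusted over the list alone and 5 over all genes.

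**Figure D3:**
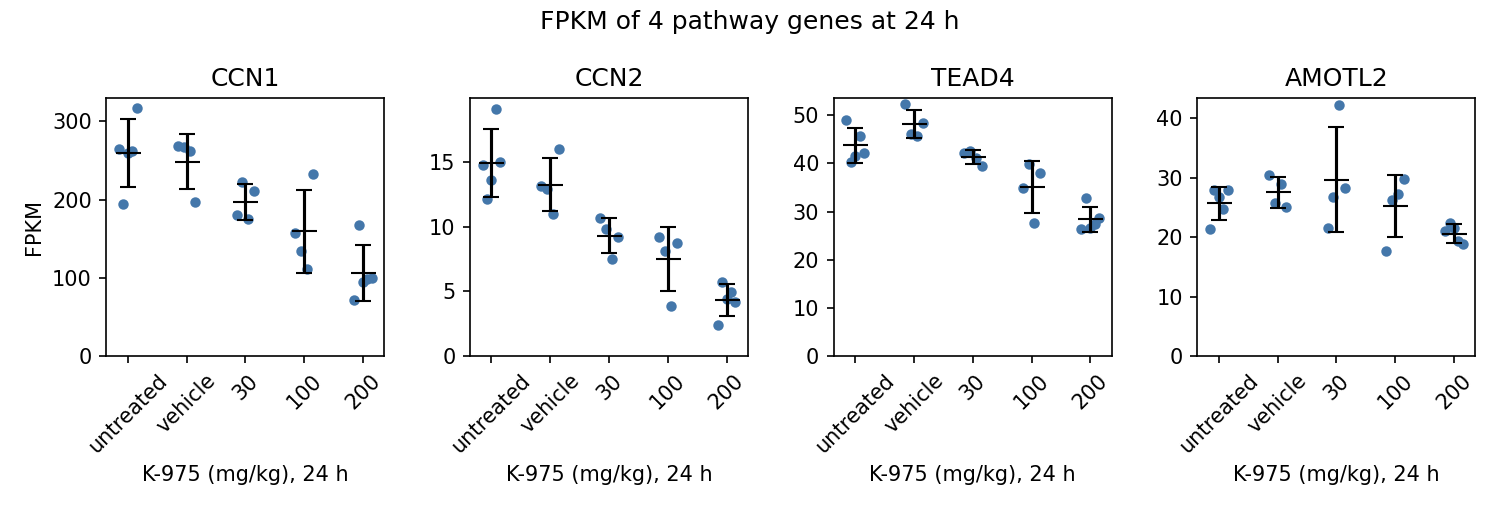
FPKM (vertical axes) of CCN1, CCN2, TEAD4 and AMOTL2 in each tumor at 24 h by group (horizontal axes), with bars for the mean ± SD and the shallow libraries not drawn. In 4 vehicle tumors against 5 tumors at 200 mg/kg the means were 249 and 106 for CCN1, 13.2 and 4.32 for CCN2, 48.2 and 28.4 for TEAD4, and 27.5 and 20.6 for AMOTL2.

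At 200 mg/kg and 3-6 h, no pathway gene passed over all genes in the fit of all 94 libraries, and 3 passed when adjusted over the list alone. Without the shallow libraries 3 passed over all genes and 7 when adjusted over the list alone. The 3 were CCN1 (log2 fold change -0.72, below all vehicle tumors in 8 of 10, limma adjusted p = 0.00223), CCN2 (-0.63, 8 of 10, adjusted p = 0.0338) and AMOTL2 (-0.53, 8 of 10, adjusted p = 0.00177). CCN1, CCN2 and AMOTL2 did not pass when only the groups compared were fitted (limma adjusted p = 0.0643 for each). Against vehicle cage group 2 alone CCN1 and CCN2 did not pass (adjusted p = 0.166 for each), and against vehicle cage group 3 alone CCN2 and AMOTL2 did not (adjusted p = 0.102 and 0.113). The remaining 6 of the 9 genes called were named after their values had been seen. AJUBA (-0.37), ADAMTS15 (-0.54), RUSC2 (-0.32) and FKBP4 (-0.29) were lower, and RGS3 (0.51) and ZMYND8 (0.22) were higher. None of these 6 passed when only the groups compared were fitted (limma adjusted p between 0.179 and 0.368). With each tumor left out in turn, CCN2 and FKBP4 did not pass in 12 of 20 fits each, ZMYND8 in 9, RGS3 in 5 and RUSC2 in 1. Without replicate 5 of cage group 4, for example, adjusted p was 0.125 for CCN2 and 0.155 for FKBP4 and ZMYND8. CCN1, AMOTL2, AJUBA and ADAMTS15 passed in all 20.

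Beyond the pathway genes, the 5 genes with the highest and the 5 with the lowest log2 fold change at 200 mg/kg and 24 h were taken among genes called in the fit of the 91 libraries with all treated tumors beyond all vehicle tumors. Of 506 such genes, 495 qualified for the ranking, so it holds among these. None of the genes taken passed in the fit of all 94 libraries. CA11 (ENSG00000063180.8, chromosome 19, 48637942 to 48646312) rose from 6.77 ± 3.38 FPKM (SD, n = 4) to 27.7 ± 9.79 FPKM (SD, n = 5), a log2 fold change of 1.90 (limma adjusted p = 0.00159). KLHL4 (ENSG00000102271.13, chromosome X, 87517749 to 87670050) rose from 1.71 ± 0.551 FPKM to 7.89 ± 2.16 FPKM, a log2 fold change of 1.70 (adjusted p = 1.58e-06). DENND3 (1.63), PAFAH2 (1.60) and ACKR1 (1.55) followed, with adjusted p of 0.000747, 0.00721 and 0.00372. KRT34 (ENSG00000131737.5, chromosome 17, 41377650 to 41382403) fell from 25.7 ± 7.27 FPKM (SD, n = 4) to 5.18 ± 4.46 FPKM (SD, n = 5), a log2 fold change of -2.30 (adjusted p = 0.000143). NPPB (ENSG00000120937.8, chromosome 1, 11857464 to 11858931) fell from 52.8 ± 5.35 FPKM to 14.0 ± 12.8 FPKM, a log2 fold change of -2.17 (adjusted p = 0.000101). SAA2 (-2.18), SAA1 (-2.08) and FST (-2.01) were also lower, with adjusted p of 0.0269, 0.00858 and 0.0183. With each tumor left out in turn, SAA2 and FST did not pass in 4 of 9 fits each (adjusted p = 0.120 for SAA2 without replicate 1 and 0.0750 for FST without vehicle replicate 1). ACKR1 did not pass without vehicle replicate 3 (0.0559) nor SAA1 without replicate 1 (0.0562), and against untreated tumors CA11 and FST did not pass (0.0992 and 0.302). SAA1 and SAA2 are near-identical copies, so their separate values are uncertain.

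Genes in comparisons with few calls were named after their values had been seen. Among all 94 libraries, the readthrough gene ST20-MTHFS (chromosome 15, 79845150 to 79923754) was lower at 3-6 h with 30 mg/kg (log2 fold change -1.86, below all vehicle tumors in 8 of 10, limma adjusted p = 0.00112) and with 100 mg/kg (-1.64, adjusted p = 0.0203). The call at 100 mg/kg was lost in 8 of 20 fits that each left out 1 tumor (adjusted p = 0.132 without vehicle replicate 2 of cage group 2), and both calls were lost against untreated tumors and against vehicle cage group 2 alone (adjusted p = 1 for each). Its values are uncertain because it shares sequence with the genes it joins. At 100 mg/kg and 24 h, SLC2A3 (chromosome 12, 7919230 to 7936275) was lower (-2.94, 5 of 5 tumors, adjusted p = 0.0420) and LRRC51 (chromosome 11, 72080331 to 72110782), which overlaps LAMTOR1, was higher (2.24, 5 of 5 tumors, adjusted p = 0.0257). Without the shallow replicate 5 their log2 fold changes were -2.04 and 1.58 and neither passed (limma adjusted p = 0.703 for each), nor did either without any 1 of the 4 vehicle tumors, or SLC2A3 without replicate 2 (adjusted p = 0.0514). Without all 3 shallow libraries both passed (adjusted p = 0.00509 and 0.0120). Among the 91 libraries, CARNS1 (1.28), GYG2 (1.45), PIGZ (0.66) and CTTN (0.28) were higher and NOPCHAP1 (-1.62) was lower at 30 mg/kg and 24 h. With each tumor left out in turn, CARNS1 did not pass in 3 of 8 fits, GYG2 in 4, CTTN in 5, NOPCHAP1 in 6 and PIGZ in 7, and without vehicle replicate 2 none of the 5 passed (adjusted p between 0.0721 and 0.119). WDR26 was lower at 100 mg/kg and 1 h (-0.61, 5 of 5 tumors, adjusted p = 0.0150), and LAMTOR1 was higher at 30 mg/kg and 3-6 h (0.46, adjusted p = 0.0167). WDR26 did not pass in 5 of 10 such fits (adjusted p = 0.246 without replicate 5) or against untreated tumors (0.614). LAMTOR1 did not pass in 7 of 20 (adjusted p = 0.0755 without replicate 1 of cage group 8), against untreated tumors (1) or against vehicle cage group 2 alone (0.699).

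Finally, 8 gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, with adjustment over 96 tests. At 200 mg/kg and 24 h in the fit of all 94 libraries, positive effectors had a median log2 fold change of -0.30 over 240 genes (adjusted p = 2.74e-16) and negative effectors of 0.19 over 195 genes (adjusted p = 0.00288). The YAP1/TAZ target list had a median of -0.46 over 22 genes (adjusted p = 2.37e-10), and 8 of its genes are also positive effectors. Medians were also negative for proliferation (-0.43, 18 genes, adjusted p = 1.34e-06), hypoxia (-0.52, 14 genes, adjusted p = 3.77e-05), glucocorticoid response (-0.43, 12 genes, adjusted p = 0.00332) and immediate early genes (-0.23, 15 genes, adjusted p = 0.0344). The integrated stress response list did not pass (-0.15, 13 genes, adjusted p = 0.111). In this fit no camera call held under an estimated correlation, and the calls of fry were restricted to 30 mg/kg at 24 h. Without the shallow libraries, calls held under both fry and an estimated correlation for the YAP1/TAZ targets at 100 and 200 mg/kg (3-6 h and 24 h), for positive effectors at 100 and 200 mg/kg (24 h), and for negative effectors at 100 mg/kg (3-6 h) and 200 mg/kg (24 h). Under an estimated correlation at 200 mg/kg and 24 h, their adjusted p was 0.000477 for YAP1/TAZ targets, 0.000493 for positive effectors and 0.0306 for negative effectors. With camera, 12 of 100 splits of the tumors at 200 mg/kg and 24 h into groups of the same sizes gave as many lists past the threshold in the fit of all 94 libraries, and 19 of 100 in the fit of the 91. A permutation test of the mean of each list over the tumors of the 91 libraries, added after the camera results had been seen, left no list past the threshold. It was exact except for the doses at 3-6 h, where 100000 resamples were drawn. For 5 against 4 or 5 tumors, as at 1 h and 24 h, a list at the smallest p of 0.00794 can pass this adjustment only where at least 16 of the 96 tests pass together, and for 4 against 4 tumors, with a smallest p of 0.0286, only where at least 55 do. At 1 h and 24 h this test therefore says little about single lists. For the YAP1/TAZ targets at 200 mg/kg and 24 h it gave a difference of -0.49 (exact permutation p = 0.0159, adjusted p = 0.201). Its lowest adjusted p among the fixed lists was 0.109, for the YAP1/TAZ targets at 100 mg/kg and 3-6 h.

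Single genes of the lists were also counted at 200 mg/kg and 24 h. With all 94 libraries, 0 genes of any list passed over all genes, where 592 of all genes had an unadjusted p under 0.05. When adjusted over the list alone, 2 positive effectors, 5 YAP1/TAZ targets and 1 hypoxia gene passed, and 0 on the other 5 lists. With 91 libraries, 90 positive effectors passed when adjusted over the list alone and 63 over all genes. For negative effectors the counts were 26 and 17, for YAP1/TAZ targets 13 and 8, for proliferation 9 and 3, for hypoxia 3 and 3, and for glucocorticoid response 1 and 1. No immediate early or integrated stress response gene passed either way.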

Values the study reported

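In NCI-H226 xenografts, the study reported that the score of YAP1-TEAD transcription fell by 30–40%, and CYR61 protein by 60%, a day after 200 mg/kg K-975 was given once. Target occupancy 6 h after that dose reached 67% for TEAD1 and 38% for TEAD4. Twice-daily treatment at 200 mg/kg gave a median tumor regression of 34% in this model.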

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

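The test of the median of all genes without a shallow library was chosen only after the result was seen. The search for outlying values and the fits that each left out 1 tumor were set before the data were examined. Values far from the others of their group were sought with Dixon's ratio, the gap to the nearest tumor divided by the range of the group, for the deR score, the number of genes detected and each pathway gene. Among 285 combinations of a group and a measure, 38 values stood out, where about 14.2 would by chance, and several of them came from the same tumor. Of the 38, 20 were measurements of the 3 shallow libraries and 18 of other libraries.

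Replicate 1 at 30 mg/kg and 24 h held 702 genes at an FPKM of at least 1, against 11448 in the next library of its group. It had the lowest deR score of the group at 0.0450. TEAD1, TEAD3, TEAD4, YAP1 and WWTR1 were each listed at 0, CRIM1 was low at 158 FPKM, and CCN1 (425 FPKM) and AXL (1260.3 FPKM) were high. Replicate 5 at 100 mg/kg and 24 h held 7196 genes, with TEAD2 at 32.0 FPKM, WWTR1 at 39.6 FPKM and YAP1 at 36.1 FPKM. Replicate 1 at 200 mg/kg and 1 h held 8531 genes, with TEAD1 at 204 FPKM, TEAD4 at 82.6 FPKM and ANKRD1 at 5.36 FPKM on the high side and YAP1 at 44.1 FPKM and CRIM1 at 199 FPKM on the low side. Values at 0 beside a few raised values are what low depth would give on a scale set by the total of a library. For the 30 mg/kg group, the median log2 fold change of all genes was -0.65, 0.019 without the shallow library and at most -0.64 without any other tumor of the 2 groups, in favor of that library as the source of the shift. The 2960 called genes fell to 1 without it but to 0 without any 1 of the 4 vehicle tumors. The count of called genes therefore does not single it out. The number of genes at an unadjusted p under 0.05 does. That number was 662 without it, 4825 to 5049 without 1 vehicle tumor and 7089 to 7155 without 1 other treated tumor. A biological explanation is not excluded for single genes but no group of the design names one, since the 3 libraries came from different groups.

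The other 18 are close to the number given by chance. In the 3-6 h study, replicate 3 of cage group 4 (200 mg/kg) had the highest deR score of its group, 0.229, and AXL at 211 FPKM. Replicate 4 of cage group 5 (200 mg/kg) had the lowest deR score of its group, 0.166, and TEAD4 at 26.1 FPKM. Replicate 2 of cage group 5 had WWTR1 at 27.7 FPKM and LATS2 at 29.8 FPKM. Among vehicle tumors of that study, TEAD2 was 23.5 FPKM in replicate 5 of cage group 3, and YAP1 was 91.4 FPKM in replicate 3 of cage group 2. In cage group 9 (30 mg/kg), replicate 3 held 11587 genes and replicate 4 had CCN1 at 193 FPKM. Replicate 2 of the untreated tumors at 1 h stood out for CCN1 (285 FPKM), CCN2 (17.1 FPKM) and CRIM1 (278 FPKM), and replicate 5 for LATS2 (16.6 FPKM). Replicate 2 at 30 mg/kg and 1 h had AMOTL2 at 36.6 FPKM. At 24 h, vehicle replicate 4 had CCN1 at 196 FPKM and AXL at 182 FPKM, both the lowest of their group, and replicate 3 at 100 mg/kg had CCN2 at 3.90 FPKM. No explanation was tested for these tumors, technical or biological.

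The effect of 200 mg/kg on the deR score differed between the 24 h and the 1 h study by -0.0538 in the 91 libraries (two-sided permutation p = 0.0124, adjusted p = 0.0373). With all 94 libraries it was -0.0492 (adjusted p = 0.0812). The call passed without the shallow replicate 1 at 200 mg/kg and 1 h, but with that library kept also without vehicle replicate 3 of the 1 h study, with ranks among all genes, with z-scores and against untreated tumors. The 2 studies used different animals and cage groups. A change with time after the dose and a difference between the studies cannot be told apart, because each time was sampled in a study of its own.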

How the results depend on the processing

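The alternatives were chosen before the data were examined, except the fit without the 3 shallow libraries and the permutation test of list means, which were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. No paired analysis was possible because the labels give no replicate numbers that tumors of different groups share.

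For the deR score, the direction of all comparisons of 30, 100 and 200 mg/kg with vehicle at 3-6 h and 24 h was kept under every alternative run on them. At 1 h with 200 mg/kg, z-scores gave 0.0563 against -0.00512. With z-scores, 100 mg/kg at 3-6 h (-0.284, adjusted p = 0.0357) and 200 mg/kg at 24 h (-0.801, adjusted p = 0.0357) passed the threshold. Against untreated tumors, 100 mg/kg at 3-6 h (-0.0238), 100 mg/kg at 24 h (-0.0412) and 200 mg/kg at 24 h (-0.0513) passed. The dose trend at 1 h changed from 0.00776 to -0.00776 over effectors passing the filter, and that at 3-6 h weakened to -0.314 with vehicle cage group 2 alone. The difference between the 24 h and the 1 h study passed with ranks among all genes (-0.0423), z-scores (-0.858), untreated tumors (-0.0510) and without the shallow libraries (-0.0538). Cage group 5 passed with ranks among all genes (-0.0177), z-scores (-0.346), untreated tumors (-0.0255) and vehicle cage group 3 alone (-0.0218). Cage group 7 no longer passed with vehicle cage group 2 alone (-0.0263, adjusted p = 0.238). It did pass with vehicle cage group 3 alone, which held as many tumors, so the smaller number of tumors alone does not account for the loss.

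With each tumor left out in turn, 100 mg/kg at 3-6 h ranged from -0.0210 to -0.0155 and passed in 1 fit, without vehicle replicate 1 of cage group 2. Vehicle minus untreated ranged from -0.000308 to 0.00941 at 1 h, turning negative without vehicle replicate 3 and highest without untreated replicate 2. At 24 h it ranged from -0.000722 (without vehicle replicate 3) to 0.00969 (without vehicle replicate 4), with 2 fits negative. The trend at 1 h ranged from -0.0688 to 0.148, negative in 10 of 20 fits, highest without the shallow replicate 1 at 200 mg/kg. The difference of 24 h from 1 h ranged from -0.0559 to -0.0455 and passed without vehicle replicate 3 of the 1 h study and without the shallow replicate 1 at 200 mg/kg. Cage group 5 ranged from -0.0229 to -0.0134 and passed without vehicle replicate 1 of cage group 2. Cage group 7 ranged from -0.0320 to -0.0254 and no longer passed without its replicate 1 (adjusted p = 0.0599) or 3 (adjusted p = 0.0659). Cage group 9 ranged from -0.00881 to 0.00162, positive without its replicate 1.

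Counts of genes past the threshold in the fit of all 94 libraries depended on most choices. In parentheses after a count of 0 is the number at an unadjusted p under 0.05. Without the 3 shallow libraries, 1 gene passed at 100 mg/kg and 1 h, 2 at 30 mg/kg and 3-6 h, 56 at 100 mg/kg and 3-6 h, 9 at 200 mg/kg and 3-6 h, 5 at 30 mg/kg and 24 h, 146 at 100 mg/kg and 24 h, and 966 at 200 mg/kg and 24 h. Of these, 2 of the 5 at 30 mg/kg and 24 h were among the 2960 of the fit of all 94 libraries, and 2 of the 146 were the 2 of that fit. By cage group, 1 gene passed in cage group 4, 36 in 5, 0 (653) in 6, 173 in 7, 0 (643) in 8 and 4 in 9. All groups share 1 estimate of the spread, and in the simulation 37% of the changed genes were recovered with the shallow libraries against 80.5% without, which bears on the counts that rose. It does not account for those that fell, from 2960 to 5 at 30 mg/kg and 24 h and from 1 to 0 in cage groups 6 and 8, and the cause in these cage groups was not tested.

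Under quantile normalization of all 94 libraries, 6 genes passed at 100 mg/kg and 3-6 h, 9 at 30 mg/kg and 24 h (6 lower, against 2837 of 2960), 73 at 100 mg/kg and 24 h (26 higher, 47 lower), and 84 at 200 mg/kg and 24 h (35 higher, 49 lower). In cage groups 5, 6, 7 and 8 the counts were 1, 0 (223), 12 and 0 (231). WWTR1 at 200 mg/kg and 24 h changed from 0.01 to -0.030 in the 94 and -0.031 in the 91 libraries. Among the 91 libraries 8 genes passed at 30 mg/kg and 24 h. At 30 mg/kg and 24 h the median log2 fold change of all genes was -0.65 as deposited, -0.42 without a filter and -1.31 with a pseudocount of 0.1, so fold changes there are relative to these shifts. At 100 mg/kg and 24 h it was -0.18 with a pseudocount of 0.1.

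Without a filter in all 94 libraries, 0 genes (501) passed at 100 mg/kg and 3-6 h, 1554 at 30 mg/kg and 24 h (92 higher, 1462 lower), 0 (1609) at 100 mg/kg and 24 h and 11 at 200 mg/kg and 24 h. Vehicle against untreated gave 3 at 3-6 h and 1 at 24 h. Cage groups 4, 5, 6, 7 and 8 gave 3, 1, 2, 11 and 0 (367). Among the 91 libraries 4 passed at 100 mg/kg and 1 h, and vehicle against untreated gave 2 at 3-6 h and 1 at 24 h. With a mean FPKM of at least 5 in all 94 libraries, 0 genes passed at 30 mg/kg (9) and at 100 mg/kg (43) at 3-6 h, 1 at 100 mg/kg and 24 h, 1 at 200 mg/kg and 24 h, and 0 in cage groups 6 (10) and 8 (12). Fewer genes were tested there. With 91 libraries it gave 2 at 100 mg/kg and 1 h, 1 at 30 mg/kg and 3-6 h, and 23 at 200 mg/kg and 3-6 h. With a pseudocount of 0.1, 4635 genes passed at 30 mg/kg and 24 h (89 higher, 4546 lower) and 0 (1367) at 100 mg/kg and 24 h. With limma without trend and robust, 1 gene passed at 100 mg/kg and 24 h, 6 at 200 mg/kg and 24 h, and 3 in cage group 7.

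With only the groups compared in the fit of all 94 libraries, 1 gene passed at 30 mg/kg and 1 h, 21 at 100 mg/kg and 3-6 h, 2 at 30 mg/kg and 24 h (0 higher, 2 lower), 0 (489) at 100 mg/kg and 24 h, and 275 at 200 mg/kg and 24 h. Cage groups 5, 6, 7 and 8 gave 2, 0 (706), 14 and 0 (567). With 91 libraries this gave 1 at 30 mg/kg and 1 h, 0 (656) at 100 mg/kg and 1 h, 1, 21 and 0 (895) at 30, 100 and 200 mg/kg and 3-6 h, and 32, 6 and 275 at 24 h, of which 250 of the 275 were among the 966. Fewer tumors estimate the spread in these fits.

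Against untreated tumors in all 94 libraries, 0 genes passed at 30 mg/kg (79) and at 100 mg/kg (150) at 3-6 h, 5 at 100 mg/kg and 24 h and 3 at 200 mg/kg and 24 h. Over 91 libraries it gave 0 (1092) at 100 mg/kg and 1 h, 0 (483), 22 and 23 at 30, 100 and 200 mg/kg and 3-6 h, and 46 and 260 at 30 and 100 mg/kg and 24 h. TEAD1 changed from 0.0026 to -0.12 and YAP1 from -0.02 to 0.17 at 200 mg/kg and 3-6 h, and TEAD1 from 0.06 to -0.047 at 24 h, in both fits. With vehicle cage group 2 alone, 0 genes passed at 30 mg/kg and at 100 mg/kg (211) at 3-6 h and in cage groups 6 (104) and 8 (110) in all 94 libraries, and 0 (656) at 30 mg/kg and 36 at 100 mg/kg in the 91. TEAD1 changed to -0.071 in both fits. With vehicle cage group 3 alone, 1 gene passed at 200 mg/kg in all 94 libraries, and 49 at 30 mg/kg and 27 at 200 mg/kg in the 91. TEAD3 changed from -0.05 to 0.029 and YAP1 from -0.02 to 0.038 in both fits.

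With each tumor left out in turn in the fit of all 94 libraries, the count at 30 mg/kg and 24 h ranged from 0 to 5886. It was 1 without the shallow replicate 1, with 662 genes at an unadjusted p under 0.05. It was 0 (4825 to 5049) without any 1 of the 4 vehicle tumors. Without 1 of the other treated tumors it was between 5792 and 5886, highest without replicate 2. The median log2 fold change of all genes was 0.019 without the shallow replicate 1 and between -0.82 and -0.64 in the other fits. At 100 mg/kg and 24 h it ranged from 0 to 8, highest without replicate 1, and at 200 mg/kg and 24 h from 0 to 4, above 0 only without replicate 2. At 200 mg/kg and 1 h the range was 0 to 1, highest without vehicle replicate 5, and at 100 mg/kg and 3-6 h 0 to 2, differing from 1 in 11 of 20 fits and highest without replicate 2 of cage group 6. It was 0 to 1 in cage group 5 (1 without replicate 5), 0 to 1 in cage groups 6 and 8 (0 in 9 of 15 fits each, such as without vehicle replicate 2 of cage group 2), and 0 to 3 in cage group 7 (above 0 in 6 of 15 fits, 3 without replicate 4).

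For the 91 libraries, the count at 200 mg/kg and 24 h ranged from 389 (without replicate 1) to 1538 (without replicate 2), and at 100 mg/kg and 24 h from 30 (without replicate 3) to 290 (without replicate 4). At 30 mg/kg and 24 h it ranged from 0 (without vehicle replicate 2) to 3 (without vehicle replicate 1). At 3-6 h it ranged from 1 (without vehicle replicate 3 of cage group 2) to 3 (without vehicle replicate 1 of cage group 2) at 30 mg/kg. At 100 mg/kg the range was 32 to 82 and the same vehicle tumors gave the lowest and the highest. At 200 mg/kg it was 4 (without replicate 5 of cage group 4) to 27 (without vehicle replicate 1 of cage group 2). At 1 h it was 0 to 1 at 30 mg/kg (1 without vehicle replicate 1) and 0 (without vehicle replicate 2) to 2 (without replicate 1) at 100 mg/kg. Vehicle against untreated ranged from 0 to 2 at 3-6 h (2 without untreated replicate 4) and from 0 to 1 at 24 h (1 without vehicle replicate 3).

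For CCN1 and CCN2 at 200 mg/kg and 24 h in the fit of all 94 libraries, adjusted p was 0.00157 and 1.51e-05 under quantile normalization, the lowest for both among the alternatives that kept all 94 libraries, and 1 for both with a pseudocount of 0.1, the highest. TEAD4 passed under quantile normalization (0.0358) and with only the groups compared (0.00827). Over 91 libraries the 3 genes passed under every alternative. Across the 80 results for named genes, 650 values under processing alternatives gave 558 with the same direction and side of the threshold, 56 weaker, 22 stronger and 14 reversed. Leaving out single tumors gave 1112 values, of which 964 were the same, 106 weaker, 4 stronger and 38 reversed. The reversed ones were small changes, the same in both fits. TEAD1 ranged from -0.031 to 0.041 and YAP1 from -0.043 to 0.0075 at 200 mg/kg and 3-6 h, and TEAD1 from -0.027 to 0.14, YAP1 from -0.10 to 0.019 and WWTR1 from -0.16 to 0.17 at 24 h. At 3-6 h the 8 reversed fits of TEAD1 included the one without vehicle replicate 5 of cage group 3, and at 24 h WWTR1 was lowest without vehicle replicate 3 and TEAD1 without vehicle replicate 2.

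Gene lists past the threshold with camera depended on the preset correlation. In all 94 libraries, camera called 1 list at each dose at 1 h, 3, 3 and 5 at 30, 100 and 200 mg/kg and 3-6 h, 2, 4 and 7 at 24 h, and 1 and 2 for vehicle against untreated at 1 h and 3-6 h. With an estimated correlation each of these became 0. With fry each became 0 except 30 mg/kg and 24 h, where it was 6. Without the shallow libraries camera called 3 at 100 mg/kg and 1 h, 6, 7 and 6 at 30, 100 and 200 mg/kg and 24 h, and 2 for vehicle against untreated at 1 h, with the other 7 counts as before. In the 91 libraries an estimated correlation gave 0 at 1 h, at 30 mg/kg at 3-6 h and 24 h, and for vehicle against untreated, 1 at 200 mg/kg and 3-6 h, 2 at 100 mg/kg and 24 h and 3 at 200 mg/kg and 24 h. Fry gave 0 at 1 h and for vehicle against untreated, 1 at 30 mg/kg and 2 at 200 mg/kg at 3-6 h, and 1 at 30 mg/kg and 24 h.

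The number of reads per library is unknown, so it cannot be said how many of the low values reflect sampling. With the depth of the 3 shallow libraries, a count of 0 at 200 mg/kg and 24 h in all 94 libraries does not show that expression was unchanged.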

Other observations

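The fit without the 3 shallow libraries, the test of the median of all genes without 1 of them, and the counts of other splits for the comparisons of a dose with vehicle or of vehicle with untreated tumors in which no gene or list was called, were chosen only after the result was seen. The lists of sterol synthesis genes and of markers were written after genes called at 24 h had been seen, and before these lists were tested.

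The deR score at 200 mg/kg and 24 h here decreased by 24.6% against vehicle. That is a smaller percentage than the one quoted from the study above. The score here followed the definition of the study. Its mean at 24 h was 0.220 with vehicle, 0.217 in untreated tumors and 0.166 with 200 mg/kg. Neither comparator therefore gives a decrease as large as the quoted one. The text of the study states neither the comparator nor the scores behind its value. The cause of the gap between the percentages was not determined.

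With all 94 libraries, 2960 genes differed at 30 mg/kg and 24 h and 0 (592 at an unadjusted p under 0.05) at 200 mg/kg, the reverse of the order of the doses. For 30 mg/kg, the median log2 fold change of all genes was -0.65. It was 0.019 without replicate 1, the library of 702 genes, and between -0.82 and -0.64 without any other tumor, in favor of that library as the source of the lower values. The count of called genes does not single it out, being 1 without that library and 0 without any 1 of the 4 vehicle tumors. The number at an unadjusted p under 0.05 does, being 662 without that library and 4825 to 5049 without 1 vehicle tumor. Without 1 of the other treated tumors it was 7089 to 7155. For 200 mg/kg, 966 genes passed without the 3 shallow libraries, in favor of the spread they added to the shared estimate as the cause of the low count. Both explanations were found from the same values that they explain.

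The 966 genes at 200 mg/kg and 24 h in the 91 libraries may be weighed against technical explanations. Under quantile normalization 919 genes passed, 797 of them among the 966, which argues against the scaling of the deposited values as the whole cause. Genes detected were 11553 ± 76.0 (SD, n = 5) at 200 mg/kg and 11382 ± 31 (SD, n = 4) with vehicle (two-sided exact permutation p = 0.0159), whereas relative depth was 1.11 ± 0.410 and 0.991 ± 0.0142 (exact permutation p = 0.865). A difference of depth and a change of expression that brings more genes above 1 FPKM cannot be told apart from these values, because the number of reads is unknown. Reads from mouse cells were tested with 20 markers of blood, immune and endothelial cells, of which 8 had a mean of at least 1 FPKM and 11 passed the filter. None of them is on another list. Their median was 0.457 FPKM, and the highest, CD68, was 138 FPKM. Their mean did not differ past the threshold (exact permutation p = 0.0635), and with camera the list had a median log2 fold change of 0.05 (adjusted p = 0.991 in the 91 and 0.862 in the 94 libraries). A small share of mouse reads cannot be told apart from none, since the tumor cells may express such genes themselves and the treatment of mouse reads is not stated. Cage and dose coincide at 24 h, so an effect of cage stays open, as does an effect of K-975, which the design names.

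In 2 of 100 splits of the 9 tumors at 200 mg/kg and 24 h in the 91 libraries, the real one included, at least 966 genes passed. The other gave 1605 and placed replicate 2 at 200 mg/kg with the vehicle tumors. That is no technical batch of the labels. It parts the other treated tumors from the rest, and leaving out replicate 2 gave 1538 genes. In the 91 libraries the count at 100 mg/kg and 24 h (146) and at 30 mg/kg and 24 h (5) was reached in 1 of 35 splits each, the real one. At 3-6 h the count was reached in 2 of 100 splits at 30 mg/kg, 3 of 100 at 100 mg/kg and 2 of 100 at 200 mg/kg, and other splits gave up to 5, 96 and 66 genes. The call at 100 mg/kg and 1 h was reached in 21 of 100. Cage groups 5 and 7 were reached in 1 of 100 each, cage group 9 in 5 and cage group 4 in 13 of 100. Counts of 0 are reached by all 100 splits by construction, as at 30 and 200 mg/kg and 1 h, for vehicle against untreated in each study, and in cage groups 6 and 8.

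In the fit of all 94 libraries, 61 of 100 splits at 30 mg/kg and 24 h gave at least 2960 genes, and up to 7245. For 100 mg/kg at 24 h 11 of 100 gave at least 2. At 3-6 h the single call was reached in 2 of 100 splits at 30 mg/kg and in 2 of 100 at 100 mg/kg, in cage group 6 in 8 of 100 and in cage group 8 in 15 of 100. The other counts were 0, reached by all 100 splits, with 592 genes at an unadjusted p under 0.05 at 200 mg/kg and 24 h.

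The number of gene lists that camera called was often reached by other splits. In all 94 libraries it was reached in 65, 72 and 61 of 100 splits at 30, 100 and 200 mg/kg and 1 h, in 39, 42 and 8 at 3-6 h, and in 7, 5 and 12 at 24 h. For vehicle against untreated it was reached in 62, 63 and 100 at 1 h, 3-6 h and 24 h. In the 91 libraries it was reached in 76, 30 and 70 at 1 h and in 35, 48 and 16 at 3-6 h. At 24 h it was reached in 1 of 35 splits at 30 mg/kg, 3 of 35 at 100 mg/kg and 19 of 100 at 200 mg/kg, and for vehicle against untreated in 39, 72 and 100 of 100. The number of lists called with a preset correlation is therefore no measure of an effect of treatment in most of these comparisons.

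More genes passed at 200 mg/kg (966) than at 100 mg/kg (146) at 24 h in the 91 libraries, and the volume given was 20 mL/kg at 200 mg/kg and 10 mL/kg at 100 mg/kg. If volume were the cause, vehicle (20 mL/kg) minus untreated would resemble 200 minus 100 mg/kg. Across genes, which are not independent replicates, the correlation of the 2 differences was -0.0472 at 24 h. The labels of vehicle and untreated tumors only were permuted, and correlations at least as high were counted (permutation p = 0.770, adjusted p = 0.865 over 3 studies). No resemblance was detected with 9 tumors in each difference, which does not exclude volume. Vehicle and 200 mg/kg were given at the same volume, so volume does not enter the 966 genes. Whether the smaller volume at 100 mg/kg raised or lowered the 146 stays open. The difference between the 2 doses in their effect was not tested for single genes.

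The lipid synthesis genes ACAT2, FASN, ACLY and FDPS were seen among genes lower with K-975 at 24 h, and a list of 22 other sterol synthesis genes without them was written, 4 of which are also positive effectors. Over 21 tested genes the median log2 fold change was -0.41. In all 94 libraries camera gave an adjusted p of 5.55e-05, but an estimated correlation gave 0.971 and fry 0.999, and 0 genes passed either over all genes or when adjusted over the list alone (592 of all genes at an unadjusted p under 0.05). In the 91 libraries camera gave 1.79e-11, an estimated correlation 0.117 and fry 0.000402, and 16 genes passed when adjusted over the list alone and 12 over all genes. The mean of the list fell by 0.38, with a two-sided exact permutation p of 0.00794, the smallest that 5 against 4 tumors allow, and an adjusted p of 0.164 over the added tests. Vehicle and 200 mg/kg were given at the same volume. Vehicle minus untreated was 0.0335 (log2) for this list, within the spread between tumors (exact permutation p = 0.746), which decides nothing about volume. A candidate explanation is that K-975 lowers sterol synthesis genes. It was found and tested on the same data. A single list at that p could not have passed over 24 tests, where at least 4 would have to pass together, so the adjusted p does not speak against it.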
